A study of Mus musculus with 10 samples.

How the data were processed

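Whole adrenal RNA of 5 mice labelled Crem KO and 5 labelled WT was labelled with biotin and hybridised to Affymetrix Mouse Gene whole-transcript arrays, per the labels and the probe annotation. The deposited values are log2 expression levels per probe (transcript cluster). The submitters' processing notes name RMA, which corrects background, normalises by quantiles and summarises probes; its software, version, filters and any batch handling are not given in the sources used here. From the values, the scale is log2 (2.75 to 14.64 over all arrays) and genes were not centred. RMA gives no detection call and no background level was used here, so no probe was classed as absent.

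The value table has 35557 rows, of which 25689 hold a value on all 10 arrays and 9868 hold none; rows without values were not analysed here. A block of 6618 probe IDs below the first annotated ID was treated as array controls, and its 25 measured probes were left out, leaving 25664. Of these, 20777 are paired with 1 gene symbol, 232 with several and 4655 with none. Symbols were matched by Entrez ID to a RefSeq table of assembly GRCm38.p6 (19584 of 19661 genes matched, 0 symbols changed). That table was used for names, for the genomic span of genes and for which genes neighbour each other; no coordinate is given, because no build is named for the arrays. A gene was represented by its single-gene probe with the highest mean over all arrays.

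KO and WT were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), on all 10 arrays with genotype as the only term, and p-values were adjusted by Benjamini-Hochberg over all 25664 probes (threshold 0.05). The labels number the mice, so the 10 arrays were taken as separate animals. Because batches are spread unequally over the genotypes, batch was also fitted as a fixed block and as a random block (consensus correlation 0.172), and the genotype effect was estimated within batches 1 and 3, which hold both genotypes. Crem was also tested with an exact permutation test over all 252 choices of 5 arrays. Gene lists written before the data were examined were tested with camera (preset inter-gene correlation 0.01), adjusted over the 28 lists with at least 4 measured members, leaving out the sex-linked genes. The shift of a list is the mean difference of its genes minus that of all genes. Genes within 20 Mb of Crem were compared with all others by Fisher's exact test, leaving out Crem itself.

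The genes named were fixed by a rule: Crem; the 12 largest rises and falls past the threshold with the same sign within batches 1 and 3; where fewer than 10 pass in a direction, the 10 with the smallest unadjusted p of the same sign in both batches; for each list up to 4 members with the smallest p; called genes near Crem; and Nnt and the sex-linked genes. None passed, so the genes with the smallest p are given. Genes that describe single arrays (such as Alb, Ucp1, Th and Clk1), Jcad and other neighbours of Crem at an unadjusted p under 0.01, and Glb1l3 were named after their values were seen. Which lists are given 4 named members and which 2 was also chosen after the values were seen.

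The analysis was tested on simulated data: in 5 runs, 200 of 25664 probes were changed by 0.5, 1 or 2 on the log2 scale with the measured spread of each probe, drawn independently per probe, so the shared structure of the real arrays is absent. Over the runs 335, 335 and 330 probes were changed and 58, 211 and 301 recovered, with 31 false calls. On simulated values, camera called 1 of 28 lists, the one that had been shifted by -0.5.

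Alternatives fixed before the data were examined were the batch fits, a median shift and a repeated quantile normalisation for probes and for Crem, the brighter probes alone, probes with 1 symbol, eBayes with trend and robust, arrayWeights, an adjusted p under 0.01, an estimated correlation in camera, fry, the mean of all probes of a gene, windows of 5 and 40 Mb and the whole chromosome, and leaving out each array. Background correction could not be repeated on processed values. After the data were seen, fits with the first component and the first 2 principal components as covariates, fits without arrays that stood apart, and both normalisations for the lists were added. The components were computed from the same values, so p-values of those fits may be too small. Figures were drawn with matplotlib 3.10.9.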

Results

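Adrenal gland RNA from 10 mice was measured on whole-transcript Affymetrix arrays, 1 array per mouse. The labels name 5 Crem knock-out (KO) mice, which carry a disrupted gene for the cAMP responsive element modulator, a transcription factor of the cAMP pathway, and 5 wild-type (WT) mice. All animals were 8 weeks old, untreated, of a mixed 129 and C57BL strain, and killed at 0 h of circadian time. Levels are RMA values on the log2 scale. Every difference is KO minus WT, and KO and WT refer to the labels. Array medians lay between 7.17 and 7.25, and the Pearson correlation between any 2 arrays across 25664 probes lay between 0.908 and 0.992. The number of arrays limits the precision. The labels place the arrays in 4 batches: batch 1 holds 2 KO and 1 WT, batch 2 holds 2 KO, batch 3 holds 1 KO and 3 WT, and batch 4 holds 1 WT.

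The first comparison asks whether the targeted gene differs between the arrays labelled KO and WT. Crem (probe 10457205, the single probe paired with Crem alone) had a mean level of 7.36 ± 0.51 (SD, n = 5) in KO and 7.54 ± 0.37 (SD, n = 5) in WT. The levels on the KO arrays were 7.38, 7.97, 6.86, 6.84 and 7.77, and those on the WT arrays were 7.45, 7.23, 8.14, 7.62 and 7.27. The difference of -0.18 (standard error 0.26) was smaller than the spread between mice (two-sided exact permutation p = 0.516, where the smallest possible p is 0.00794, limma adjusted p = 1.00). It was 0.16 with batch as a block, 0.22 within batch 1 and 0.105 within batch 3, so its sign was not the same within batches as over all arrays. Crem was highest on WT 3, KO 2 and KO 5, which lay apart on the first component described below. With that component as a covariate, a fit added after the data were seen, the difference was -0.20 (standard error 0.11). With 2 components it was -0.32 (standard error 0.09, limma adjusted p = 0.61). Which part of the Crem transcript the probe covers is not given in the sources used here, and a probe outside the disrupted part checks nothing. The genotype labels are therefore not checked by these values.

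**Figure D1:**
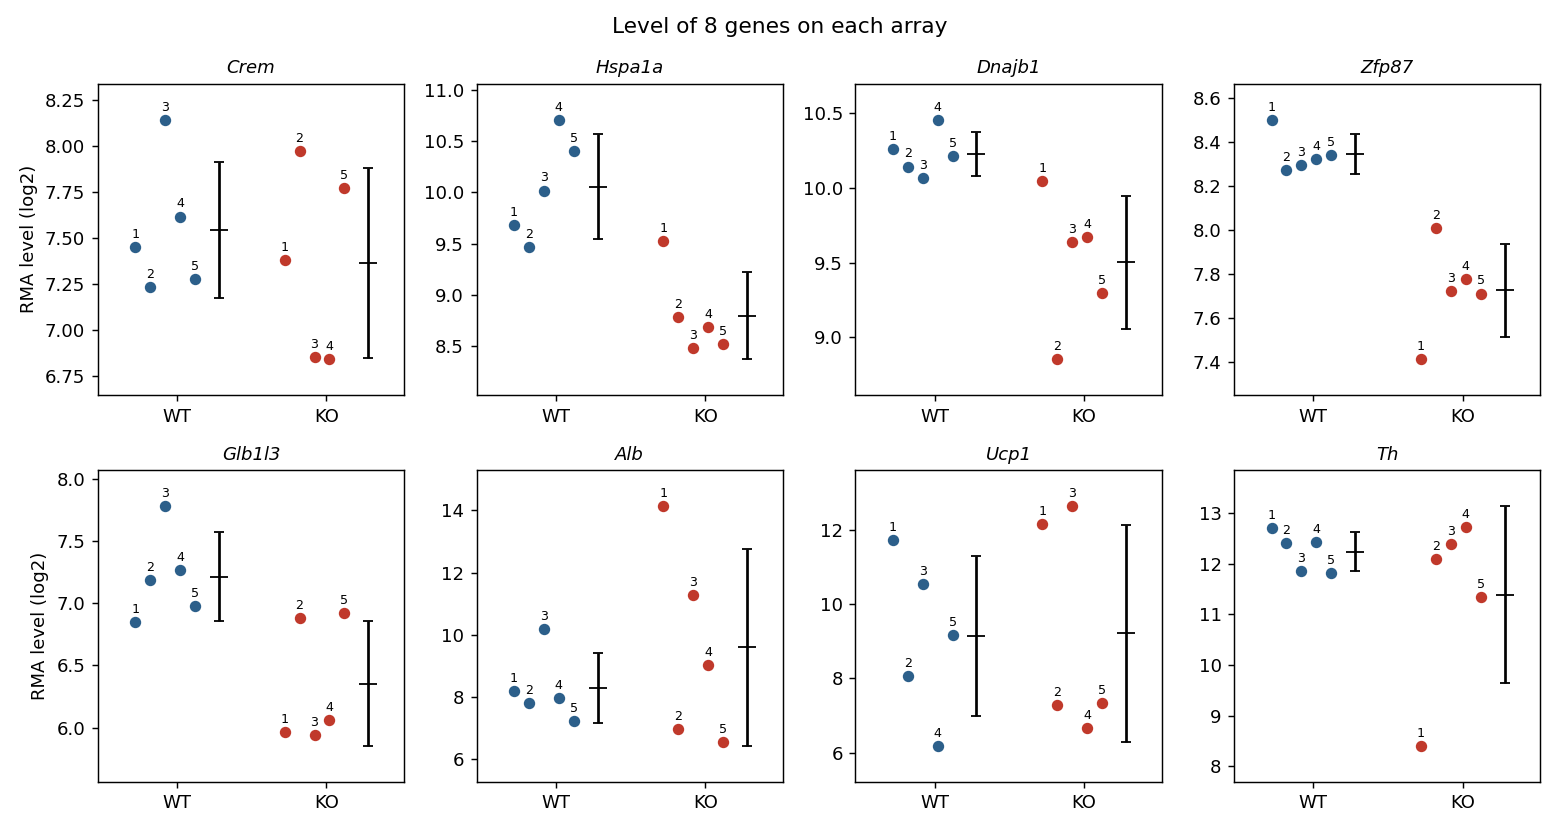
Levels (log2 RMA) of 8 genes on each array, with the replicate number beside each point and the mean ± SD to the right of each group of 5 arrays. Crem levels of the arrays labelled KO and WT overlap, Zfp87 and Dnajb1 do not overlap, KO 1 is the highest array in Alb and the lowest in Th, and Ucp1 is high on KO 1, KO 3, WT 1 and WT 3.

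The main comparison asks which transcripts differ in the adrenal gland between the arrays labelled KO and WT. Hspa1a, an inducible heat shock protein gene, was among the genes with the smallest unadjusted p and had a level of 8.80 ± 0.42 (SD, n = 5) in KO and 10.06 ± 0.51 (SD, n = 5) in WT, a log2 difference of -1.26 with a standard error of 0.27. Dnajb1, its co-chaperone, differed by -0.72 and Bag3, another co-chaperone, by -0.57. Across all 25664 probes, however, limma called 0 probes at an adjusted p under 0.05, and the smallest adjusted p was 1.00. At an unadjusted p under 0.05 there were 878 probes, 237 higher and 641 lower in KO, or 3.42% of all probes. With batch as a block 462 were higher and 1381 lower. With 2 components as covariates, a fit added after the data were seen, 957 were higher and 1114 lower. With batch as a fixed block the fit also called 0 probes (1843 at an unadjusted p under 0.05), as did the random block (886) and the fits within batch 1 (828) and batch 3 (212). The count at an unadjusted p under 0.05 depended on single arrays, being 1462 without KO 4, 1408 without WT 3, 551 without WT 2 and 503 without WT 5. In simulated data with the same spread, 17.3% of differences of 0.5, 63.0% of differences of 1 and 91.2% of differences of 2 on the log2 scale were called.

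The genes named next had the smallest unadjusted p with the same sign in batches 1 and 3, and none passed the adjusted threshold. Zfp87, a zinc finger protein gene, had a level of 7.73 ± 0.21 in KO and 8.35 ± 0.09 in WT (SD, n = 5 each), and every KO array lay below every WT array. The log2 difference was -0.62 for Zfp87, -0.45 for Otud1 (a deubiquitinase), -0.56 for Ctps (CTP synthase) and -0.46 for Urb2. It was -0.97 for Usp17ld, -0.44 for Rras2 (a Ras-related GTPase), -0.44 for Sfrp1 (a secreted inhibitor of Wnt signals), -0.79 for Slc45a3 and -0.48 for Fat1 (an atypical cadherin). On the higher side, Ifi214, of the interferon-activated gene cluster, had a difference of 0.44, Spaar of 0.36, Cst10 of 0.44 and Gm10419 of 0.32. The olfactory receptor genes Olfr120, Olfr1336 and Olfr140 had differences of 0.36, 0.32 and 0.35, Esco2 (sister chromatid cohesion) of 0.31 and Ifna11 (an interferon alpha) of 0.35. The mean levels in KO and WT were 4.31 and 3.86 for Ifi214, 4.47 and 4.12 for Ifna11, and 5.27 and 4.96 for Esco2, and without a background level whether these genes are expressed cannot be judged. Gdpd3, a phosphodiesterase of lipid metabolism, had the largest difference of this group at 1.92, of which batch 1 gave 4.23 and batch 3 gave 0.60. The levels of KO and WT did not overlap for 141 of 19661 genes (0.717%), where chance gives 0.794%.

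Heat shock and chaperone genes formed the list with members past the threshold when adjusted over the list alone. Of 13 measured members, 0 passed over all probes and 3 fell when adjusted over the list alone: Hspa1a, Dnajb1 and Bag3 (smallest limma adjusted p = 0.00996). That adjustment was made for each list in turn and was not corrected over the lists, so passing it does not exclude chance. In these 3 genes the difference within batch 1 was -0.53, -0.81 and -0.97, and within batch 3 it was -1.54, -0.92 and -0.76. Hsph1, a larger chaperone, had a difference of -0.54, which was 0.07 with batch as a block. As a set the list was shifted by -0.25 relative to all genes (camera adjusted p = 0.0248, adjusted p = 0.383 with an estimated correlation). With batch as a block the shift of the set was 0.07, and it was 0.30 within batch 1 and -0.13 within batch 3. On the 10 arrays the list mean lay between 10.21 and 11.13, with WT 3 (11.13) and WT 4 (11.07) the highest and KO 4 (10.21) and KO 3 (10.24) the lowest.

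Among transcripts of the adrenal cortex, 0 passed over all probes. Of 18 measured steroidogenesis genes, 0 passed over all probes or adjusted over the list alone, and the list was shifted by -0.08 (camera adjusted p = 0.206). Without KO 3 the shift was -0.04 and without KO 4 it was -0.13. Nr5a1, the master regulator of steroidogenic cells, had a difference of -0.47, Cyp17a1 of -0.39, Star (cholesterol import into mitochondria) of -0.30 and Hsd11b2 of 0.16. With batch as a block these differences were -0.66, -0.35, -0.09 and -0.02. Zona glomerulosa genes were shifted by -0.22 (11 measured, 0 passing, camera adjusted p = 0.0144, adjusted p = 0.507 with an estimated correlation), with Wnt4 at -0.44 and Agtr1a, an angiotensin receptor gene, at -0.38. The list mean was 9.93 on KO 3 and 10.28 on KO 1, against 10.54 to 10.76 on the others. Without KO 1 and KO 3, a choice made after seeing the data, the shift was -0.01. The X-zone list of 4 genes was shifted by 0.29 (camera adjusted p = 0.159), with Thrb, a thyroid hormone receptor gene, at 0.43 and Akr1c18 at -0.14. Mean levels in KO and WT were 4.89 and 5.03 for Akr1c18, 5.48 and 5.34 for Pik3c2g, and 7.83 and 7.40 for Thrb. Without a background level, whether Akr1c18 and Pik3c2g are expressed cannot be judged. Without KO 1 alone the X-zone shift was 0.02, and Cyp2f2, a list member, was 12.04 on KO 1 and at most 9.24 on the others. Cholesterol biosynthesis genes were shifted by 0.19 (19 measured, 0 passing, camera adjusted p = 0.0509, adjusted p = 0.610 with an estimated correlation). They passed among the brighter probes at the preset correlation (0.25, adjusted p = 0.00133). Their shift was 0.16 with batch as a block (adjusted p = 0.271), 0.43 within batch 1, -0.07 within batch 3 and -8e-04 with 2 components as covariates. Dhcr7, the last enzyme of that pathway, had a difference of -0.47 and Stard4, a sterol carrier, of 0.72. Cholesterol uptake genes were shifted by 0.13 (camera adjusted p = 0.998), with Osbp at -0.37 and Scarb1, the HDL receptor, at -0.26 (-0.12 without KO 1). Without KO 1 the shift was 0.05 for cholesterol biosynthesis and -0.05 for cholesterol uptake. Without KO 3 it was 0.09 for each.

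In the lists around the cAMP pathway, in which CREM acts, 0 genes passed. The list of CREB family members and cofactors was shifted by -0.09 (19 measured, camera adjusted p = 0.111), with Creb3l2 at -0.50, Crebl2 at -0.29, Sik1 at -0.45 and Crtc3 at -0.27. The list of cAMP and PKA signalling was shifted by -0.04 (29 measured, camera adjusted p = 0.546), with the adenylyl cyclase genes Adcy9 at -0.50 and Adcy7 at -0.22. Circadian clock genes were shifted by -0.10 (20 measured, camera adjusted p = 0.0706), with Per2 at -0.55, Csnk1d at -0.28, Csnk1e at -0.26 and Dbp at -0.55. Immediate early genes were shifted by -0.18 (24 measured, camera adjusted p = 0.0248, adjusted p = 0.610 with an estimated correlation), and by -0.35 with batch as a block. Their members with the smallest p were Jun at -0.71, Gadd45b at -0.58, Ccn1 at -0.61 and Btg2 at -0.24. The mean of the immediate early list was 8.14 on KO 2 and 8.07 on KO 5, against 8.37 to 8.73 on the others. Without KO 2, KO 5, WT 3 and WT 4, a choice made after seeing the data, its shift was 0.03. With 2 components as covariates the shift was -0.21. In the glucocorticoid-responsive list of 15 genes the mean difference was 0.12 and the median 0.00, while camera, which uses the test statistics, gave the direction down (adjusted p = 0.998), with Fkbp5 at -0.56 and Sgk1 at -0.36. Without KO 1 the shift of that list was -0.08, against 0.12 with all arrays. Testis genes described as targets of CREM were shifted by 0.01 (20 measured, camera adjusted p = 0.580), with Odf2 at -0.25 and Odf1 at 0.16. This shift was -0.16 with batch as a block (adjusted p = 0.157), -0.19 within batch 1 and -0.12 within batch 3. Without KO 3 it was -0.04 and without KO 5 it was 0.06. In each of these lists 0 members passed over all probes or adjusted over the list alone.

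Markers of other cell types were high or low on single arrays. Adipocyte genes had a list mean of 12.78 on KO 1 and 12.55 on KO 3, against 8.37 to 10.90 on the other 8 arrays. Ucp1, the uncoupling protein of brown fat, was 12.16 on KO 1, 12.64 on KO 3, 11.74 on WT 1 and 10.54 on WT 3, and at most 9.17 on the others. The liver and pancreas list had a mean of 10.19 on KO 1, with Alb (albumin) at 14.13, and of 6.80 to 8.32 on the others. Chromaffin genes of the medulla had a mean of 7.95 on KO 1 and of 10.06 to 10.77 on the others, and Th, the first enzyme of catecholamine synthesis, was 8.40 on KO 1. Between the genotypes the adipocyte list was shifted by 0.50 (13 measured, with Pparg at 0.77 and Lpl at 0.73) and the liver and pancreas list by 0.70 (10 measured, with Apoa2 at 1.44 and Cela2a at 0.11). The chromaffin list was shifted by -0.50 (21 measured, with Stmn2 at -0.55 and Gata3 at -0.69), and by -0.95 with batch as a block. Their camera adjusted p-values were 0.0248, 0.0204 and 0.00594, and with an estimated correlation the adjusted p was 0.625, 0.507 and 0.610. Without KO 1 the shift was -0.07 for adipocyte, 0.14 for liver and pancreas and 0.01 for chromaffin genes. Without KO 1 and KO 3, a choice made after seeing the data, the adipocyte shift was -0.93 and the liver shift -0.16.

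Of the remaining lists, those of supporting cells and macrophages were lower in KO at the preset correlation. Endothelial genes were shifted by -0.24 (12 of 12 lower, camera adjusted p = 0.00358), with Kdr at -0.35 and Flt1 at -0.34, which encode receptors for vascular growth factors. Their list mean was 9.80 on KO 1, 9.93 on KO 2, 9.94 on KO 5 and 9.95 on WT 3, against 10.05 to 10.51 on the others. With 2 components as covariates the endothelial shift was -0.11. Capsule and stroma genes were shifted by -0.19 (13 of 14 lower, camera adjusted p = 0.0172), with Pdgfra at -0.28 and Myh11 at -0.26. Macrophage and antigen presentation genes were shifted by -0.20 (16 of 17 lower, camera adjusted p = 0.0172), with H2-Aa at -0.41 and H2-Eb1 at -0.54. With an estimated correlation the adjusted p of these 3 lists was 0.383, 0.383 and 0.610. Lymphocyte genes were shifted by 0.15 (camera adjusted p = 0.0172, adjusted p = 0.610 with an estimated correlation), with Ms4a1 at 0.18 and Cd3e at 0.21, and the shift was -0.02 with batch as a block. Oxidative phosphorylation genes were shifted by 0.14 (61 of 69 higher, camera adjusted p = 0.000536, adjusted p = 0.625 with an estimated correlation), with Cox7b at 0.28 and Cox7b2 at 0.09. Their shift was -0.24 with batch as a block, and 57 of the 69 genes were highest on KO 3 and 7 on KO 1. Ribosomal protein genes were shifted by -0.11 (camera adjusted p = 0.0204, adjusted p = 0.610 with an estimated correlation), with Rpl4 at -0.24 and Rpl22 at -0.26. The 1012 olfactory receptor genes, included as genes that the adrenal gland is not known to use, were shifted by 0.06 (camera adjusted p = 4.34e-07, adjusted p = 0.383 with an estimated correlation).

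Within batches the size of these shifts differed, and for several lists the sign. Oxidative phosphorylation genes were negative within both batches and positive over all arrays, while lymphocyte genes and liver and pancreas genes had opposite signs in the 2 batches. With batch as a block, within batch 1 and within batch 3, the shift was -0.31, -0.38 and -0.24 for endothelial genes, -0.13, -0.01 and -0.23 for capsule and stroma, and -0.18, -0.21 and -0.15 for macrophages. It was -0.09, -0.13 and -0.05 for zona glomerulosa genes, -0.29, -0.39 and -0.20 for ribosomal protein genes, and 0.05, 0.04 and 0.05 for olfactory receptor genes. Adipocyte genes gave 0.05, 0.06 and 0.03, and liver and pancreas genes 0.31, 1.24 and -0.51. Within batches 1 and 3 the shift was -1.53 and -0.43 for chromaffin genes, -0.18 and -0.50 for immediate early genes, -0.26 and -0.23 for oxidative phosphorylation genes, and 0.19 and -0.20 for lymphocyte genes. The calls of 7 lists ended with batch as a block: capsule and stroma (camera adjusted p = 0.648), macrophages, zona glomerulosa, lymphocytes and liver and pancreas (0.794 each), heat shock (0.736) and adipocytes (0.580). Of the other 6, oxidative phosphorylation was called in the opposite direction (adjusted p = 0.0371), and 5 were called in the same direction. The block contrast rests on KO 1, KO 2 and KO 5, since batch 2 holds no WT array and batch 4 no KO array. KO 2 and KO 5 lay apart with WT 3 on the first component described below. The oxidative phosphorylation mean was 10.41 on KO 2, 10.37 on KO 5 and 10.46 on WT 3, against 10.55 to 11.59 on the others. With 2 components as covariates, capsule and stroma (-0.27, camera adjusted p = 1.64e-06), macrophages (-0.24, 0.000291) and heat shock (-0.39, 1.54e-06) were called in the main direction. Adipocytes were called in the opposite direction (-0.54, 0.0282). Ribosomal proteins (-0.06, 0.0873) and chromaffin genes (0.16, 0.181) were not called, and neither were zona glomerulosa, lymphocytes or liver and pancreas. At an estimated correlation that fit called 0 lists.

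Further lists that did not pass were those of antioxidant genes (shift -0.04, camera adjusted p = 0.325), with Txnrd1 at -0.26 and Prdx3 at -0.22, and proteasome genes (shift -0.04, adjusted p = 0.402), with Psma8 at 0.30 and Psme3 at -0.19. Cell cycle genes had a shift of -0.06 (adjusted p = 0.901), with Mcm3 at -0.47 and Ube2c at 0.20, and interferon-stimulated genes of -0.06 (adjusted p = 0.0977), with Stat2 and Irf9 both at -0.36. The interferon shift was 0.14 with batch as a block (adjusted p = 0.648), 0.20 within batch 1 and 0.08 within batch 3. Kidney tubule genes had a shift of 0.04 (adjusted p = 0.276), with Slc5a2 at 0.12 and Cdh16 at 0.14, and Schwann cell genes of 0.01 (adjusted p = 0.998), with Pmp22 at -0.29 and Fabp7 at -0.31. Single arrays moved some of these shifts. Antioxidant genes had -0.08 without KO 1 and -0.001 without KO 2. Cell cycle genes had -0.09 without KO 4 and -0.01 without WT 1, and kidney tubule genes 0.07 without KO 2 and 0.01 without KO 4. Red blood cell genes had 3 measured members and were left out of the list tests. Nnt, whose C57BL/6J allele lacks several exons, had a level of 10.20 ± 0.39 in KO and 10.56 ± 0.37 in WT (SD, n = 5 each). Xist was 5.04 ± 0.08 in KO and 5.01 ± 0.26 in WT, and the Y-linked Eif2s3y was 9.42 ± 1.31 in KO and 8.83 ± 1.18 in WT (SD, n = 5 each). The Y-linked Uty and Kdm5d had differences of 0.42 and -0.04, and of 1.44 and 0.44 with batch as a block.

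In all, camera with the preset correlation of 0.01 called 13 of 28 lists, 5 higher and 8 lower, and 0 with an estimated correlation (smallest adjusted p = 0.383). Fry, a test of the list without reference to other genes, called 0 (smallest adjusted p = 0.113). That smallest value was for CREB family members and cofactors. Their shift was -0.10 with batch as a block, -0.09 within batch 1, -0.11 within batch 3 and -0.08 with 2 components as covariates. An exact permutation test of their list mean gave p = 0.0159 (adjusted p = 0.476). The number of lists was 6 with batch as a block (5 in the same direction, 1 turned), 8 without KO 1, 5 without KO 3 and 6 without WT 3.

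Leaving out 1 array at a time, the calls of endothelial and olfactory receptor genes were kept without each array, and those of the other 11 lists ended without at least 1. The olfactory receptor list was included as a control of genes that the adrenal gland is not known to use. Its call means that a kept call at the preset correlation is not by itself evidence of a response. The estimated correlation ran from -0.0336 (CREB family and cofactors) to 0.88 (adipocytes), against the preset 0.01. With 2 components as covariates the endothelial shift was smaller, at -0.11 (camera adjusted p = 0.0349), and the olfactory receptor shift was 0.06 (adjusted p = 0.000141). For lymphocyte genes the shift was 0.03 without KO 1, 0.09 without KO 3 and 0.12 without WT 3, where the call ended, and 0.23 without KO 2 and 0.25 without KO 5. For macrophages the call ended without KO 2 (-0.09), WT 2 (-0.11), WT 5 (-0.13), KO 3 (-0.21) and KO 4 (-0.23), and for zona glomerulosa genes without KO 3 (-0.10) and WT 3 (-0.21). Ribosomal protein genes lost the call without KO 5 (-0.06), WT 1 (-0.06), KO 2 (-0.07) and WT 5 (-0.07), and had -0.20 without WT 3. Heat shock genes lost it without KO 4 (-0.16), KO 3 (-0.17), WT 3 (-0.18) and WT 4 (-0.19), and immediate early genes without KO 5 (-0.11), KO 2 (-0.13), WT 4 (-0.13), KO 3 (-0.18) and WT 3 (-0.19). Capsule and stroma genes lost it without KO 3 (-0.15), WT 3 (-0.17), KO 2 (-0.17) and KO 4 (-0.18). Oxidative phosphorylation genes lost it without KO 3 (-0.02), KO 1 (0.05) and WT 3 (0.05), and had 0.08 without WT 4, 0.22 without WT 1, 0.26 without KO 2 and 0.28 without KO 5. Adipocyte genes lost it without KO 1 (-0.07), KO 3 (-0.01), WT 2 (0.28) and WT 4 (0.31), and had 0.83 without KO 2 and 1.04 without KO 4. Liver and pancreas genes lost it without KO 1 (0.14), KO 3 (0.61), KO 4 (0.80) and WT 3 (0.82), and chromaffin genes without KO 1 (0.01).

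Of the lists not called with all arrays, 3 were called at the preset correlation without at least 1. With all arrays and an estimated correlation the camera adjusted p was 0.610 for cholesterol biosynthesis, 0.383 for circadian clock and 0.610 for interferon-stimulated genes. Cholesterol biosynthesis was called without KO 2 (0.28, camera adjusted p = 0.0200), KO 4 (0.29, 0.00716), KO 5 (0.26, 0.0201), WT 4 (0.25, 0.0130) and WT 5 (0.23, 0.0188). Its list mean was 10.39 on KO 1 and 10.24 on KO 3, against 9.40 to 9.85 on the others. Its shift was 0.05 without KO 1 and 0.09 without KO 3, and it was called in neither setting. Circadian clock genes were called without KO 3 (-0.12, adjusted p = 0.0370) and WT 5 (-0.13, 0.0106), and had -0.06 without KO 1. Interferon-stimulated genes were called without KO 2 (-0.18, adjusted p = 0.00328), and had -0.02 without KO 1 and 0.02 without KO 3. Among the 85 genes named by rank or list, with Nnt and Jcad, 9 had less than 50% of their difference without 1 array: Scarb1, Stmn2 (-0.26), Gata3 (-0.23), Fabp7 (-0.13), Apoa2 (0.43), Lpl (0.25) and Pparg (0.26) without KO 1, Pparg (0.33) and Cox7b (0.12) without KO 3, and Akr1c18 (-0.07) without WT 5. Genes that kept more than 50% also moved. The weakest value without 1 array was -0.31 for Dbp, -0.15 for Csnk1e, -0.21 for Nnt, -0.25 for H2-Aa, -0.33 for H2-Eb1, -0.15 for Rpl4 and 0.12 for Cd3e, among others.

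**Figure D2:**
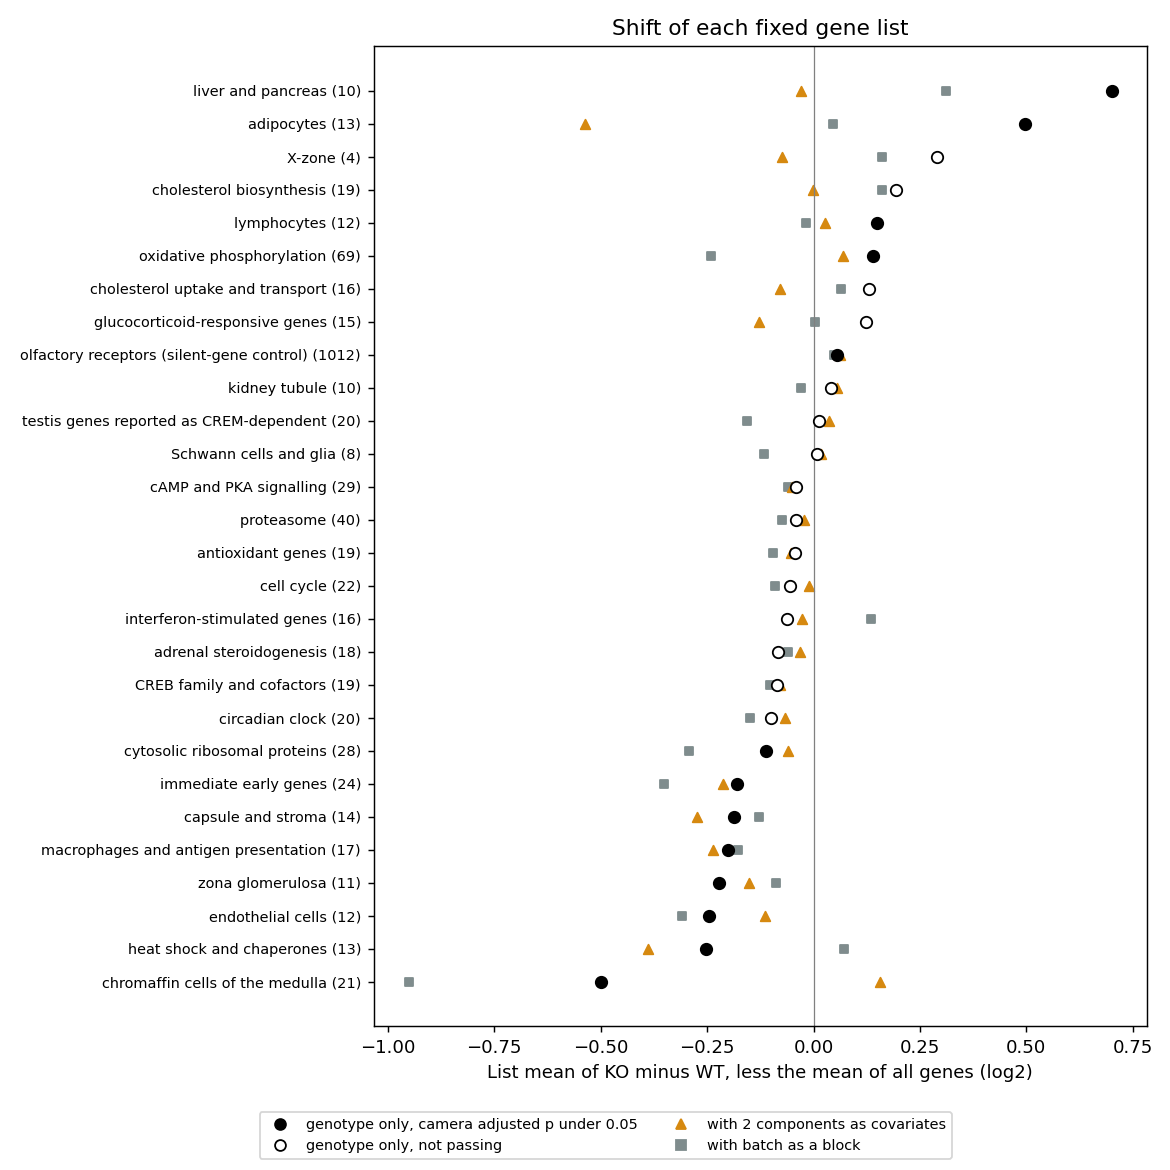
Mean difference of each of the 28 fixed gene lists, KO minus WT, less the mean over all genes (log2, x axis), with the number of measured genes in brackets. Circles are from the fit with genotype only (filled, camera adjusted p under 0.05 at the preset correlation), triangles from the fit with 2 principal components as covariates and squares from the fit with batch as a block. The sign differs between fits for adipocytes, oxidative phosphorylation, heat shock and chromaffin genes, among others.

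The arrays lay apart along 2 principal components that did not follow the genotype labels. The first component held 53.8% of the variance and parted KO 2, KO 5 and WT 3 (scores 0.49, 0.43 and 0.43) and WT 4 (0.12) from the other 6 arrays (-0.38 to -0.17). The 10 genes with the highest loading were Rbm12b2, Rian, Prpf39, 9530091C08Rik, Cfap36, Thoc2, Ube2v2, Clk1, Dek and Cops2, and Clk1 was 11.69, 12.11 and 12.02 on KO 2, KO 5 and WT 3. At the opposite end were genes of brown fat and liver, among them Ucp1, Cidea, Elovl3, Cox7a1, Alb, Serpina1c, Mup3 and Apoc1, each highest on KO 1 or KO 3. The second component held 24.8% of the variance and set KO 1 (0.84) apart from the others (-0.29 to 0.13). The labelled batches gave 0 probes in a limma F test adjusted for genotype (2105 at an unadjusted p under 0.05).

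**Figure D3:**
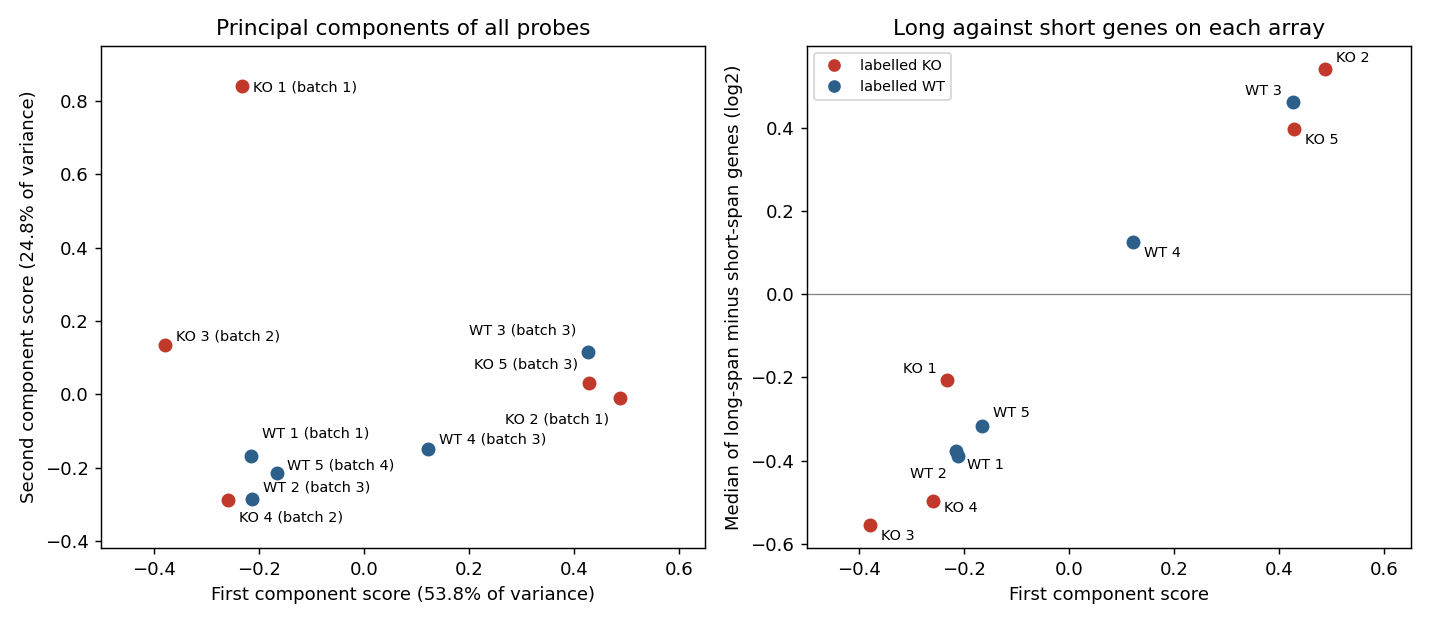
Left, scores of the 10 arrays on the first and second principal component of all probes, with batch in brackets. Right, for each array, the median level of the fifth of bright genes with the longest genomic span minus that of the fifth with the shortest span (log2), against the first component score. It is above 0 on KO 2, KO 5, WT 3 and WT 4 and between -0.56 and -0.21 on the others.

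Genes close to Crem were compared because a targeted allele can carry linked alleles of the strain in which it was made. Jcad, a junctional protein gene of endothelial cells, had the smallest p of the neighbours and a difference of -0.75. Of 77 measured genes within 20 Mb of Crem, 0 passed the adjusted threshold in limma, and 0 of 19506 other genes did. At an unadjusted p under 0.01 there was 1 of 77, against 114 of 19506 (two-sided Fisher's exact p = 0.365). A different gene, Psma8 (0.50), was the 1 of 77 with batch as a block, against 169 of 19506 (two-sided Fisher's exact p = 0.490), where Jcad had an unadjusted limma p of 0.0961.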

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

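The tests of the 3 patterns below were chosen after their results were seen; so was the count of splits for probes past the threshold, while those for probes at an unadjusted p and for the number of lists were written before their values were seen. Among 246 groups of 5 arrays checked (each gene named by the rule, each list mean, the components and the array medians), 10 held an array far from the other 4 by the ratio of its gap to the range, where chance gives about 12. WT 1 was high in Zfp87 (8.50, gap 0.713 of the range) and low in Gdpd3 (6.08, gap 0.808). WT 4 was high in Nr5a1 (11.02, gap 0.715). KO 4 was high in Gadd45b (10.69, gap 0.732) and Btg2 (9.09, gap 0.731). WT 3 was low in Bag3 (9.67, gap 0.743) and high in Uty (10.40, gap 0.735). Uty was also high on KO 2 (10.18) and KO 5 (10.36), so its high level was not a feature of WT 3 alone. Eif2s3y was likewise highest on KO 2 (10.64), KO 5 (10.95) and WT 3 (10.73). Gata3 was low in KO 1 (6.98, gap 0.728) and in WT 5 (8.86, gap 0.796). The chromaffin list mean was low in KO 1 (7.95, gap 0.745).

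KO 2, KO 5, WT 3 and, less so, WT 4 lay apart from the other arrays on the first component, whose opposite end held genes of brown fat and liver such as Ucp1 and Alb. The labelled batch as a whole cause is argued against by a range of scores within batch 1 that was 0.83 of the range over all arrays, and loss of Crem by 2 WT arrays among the 4. Fat in the other 6 arrays as a whole cause is argued against by 2 of the 6 with an adipocyte mean below all 4 (KO 4 at 8.37 and, narrowly, WT 2 at 9.14, against 9.15 on KO 2), and fat and liver content stays open as a part of it. Across 9818 genes brighter than the median, the loading rose with the genomic span of the gene (Spearman rho 0.42 across genes, which are not independent replicates), from a median scaled loading of -0.667 in the genes of shortest span to 0.366 in those of longest span (5 equal groups). A candidate explanation, as a hypothesis, is a different share of long or unspliced RNA in these samples; the labels say that all samples met the minimum RNA quality, and values per sample were not used here.

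Liver and fat transcripts were high and medulla transcripts low in KO 1: 19 of 21 chromaffin genes were lowest there, 10 of 13 adipocyte genes highest (the other 3 in KO 3), and of 10 liver and pancreas genes 5 were highest and 1 lowest. These counts restate the pattern, so they do not test neighbouring tissue and less medulla in the piece dissected, which stays open as a candidate explanation. How the glands were trimmed is not given in the sources used here. The labels number KO 1 and KO 3 as animals 1 and 2, and the other mice from 77 to 147. What the numbers stand for is not given. Both low numbers are KO, so whatever they mark was not separated from genotype in the lists that these arrays moved. Loss of Crem stays open for a smaller part of the low medulla genes: without KO 1 the chromaffin mean differed by 0.0054 over all arrays and by -0.3812 with batch as a block (-0.96 with KO 1). The value near 0 includes KO 3 and KO 4 of batch 2, which holds no WT array. KO 5 (10.06) lay below the 3 WT arrays of batch 3 and KO 2 (10.48) below WT 1 (10.75). The block value without KO 1 therefore rests on KO 2 and KO 5, which lay apart on the first component. WT 3 lay there too and was the lowest WT array of batch 3 (10.36). With 2 components as covariates and KO 1 included, the chromaffin shift was 0.16. On KO 1 the chromaffin mean was 7.95, against 10.06 to 10.77 on the other 4 KO arrays.

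The heat shock and chaperone list was lower in the arrays labelled KO. The array structure along the first 2 components as its whole cause is argued against by a shift of -0.39 with both as covariates, against -0.25 without. Batch stays open for the list, since its shift was 0.0715 with batch as a block, while Hspa1a, Dnajb1 and Bag3 kept differences of -1.06, -0.87 and -0.86. In 23 of 100 splits of the arrays the list was shifted at least as far in either direction (normal quantile of the camera p, 2.57 for the real split and 4.51 for the highest other), so chance is not excluded for the list. An effect of genotype on Hspa1a, Dnajb1 and Bag3 may exist and stays a hypothesis. They passed only when adjusted over their list alone, without a correction over the lists.

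For the other counts, 100 of the 126 distinct splits into 5 and 5 were used, the real one included. Every split gives at least the real 0 probes past the threshold (100 of 100), so that count tests nothing. The highest other split, KO 1, KO 2, KO 5, WT 3 and WT 4 against the rest, called 7726 probes, and the next, KO 1, WT 1, KO 3, KO 4 and WT 2 against the rest, called 4670. The second of these follows the order of the first component and the first does so except for KO 1 (score -0.23), which points to a structure of the samples. At an unadjusted p under 0.05, 35 of 100 splits gave at least 878 probes (highest other 10905), so chance is not excluded. For the lists at the preset correlation, 3 of 100 splits gave at least 13 (highest other 14, median over the other splits 6). Taken alone, that share is below 0.05 for a random grouping made without regard to batch. It was not adjusted over the several counts of splits made here, so a random grouping is not firmly excluded. These splits exchange arrays between batches, however, and the batches are spread unequally over the genotypes. Of the 13 lists, 5 pass in the same direction with batch as a block, where no splits were counted, 1 (oxidative phosphorylation) passes in the opposite one, and with an estimated correlation 0 pass.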

How the results depend on the processing

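The settings with components as covariates and those without several arrays, and for lists the median shift and the repeated quantile normalisation, were chosen after seeing the data. Except where fewer arrays or probes enter, the cause of the changes below was not tested. No paired analysis was made, because replicate numbers follow the accession order and pair nothing. The number of probes past the threshold was 0 in all planned settings and without each array in turn (0 to 0); it was 1 with the first component and 2 with 2 components. At an unadjusted p under 0.05, the count of 878 was 1843 with batch as a block, 212 within batch 3, 1666 with arrayWeights, 402 among the brighter probes, 2685 and 2071 with 1 and 2 components and 2524 without KO 2, KO 5, WT 3 and WT 4. No background level was used here, so signal over background could not be judged, and background correction could not be repeated.

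The difference in Crem was 0.1611 with batch as a block, 0.2243 within batch 1, 0.105 within batch 3 and 0.1528 without KO 1, KO 3, WT 1 and WT 3, and without each array in turn it was -0.3313 to -0.0301. It was -0.2013 with 1 component and -0.319 with 2 components as covariates. The number of lists was 0 with an estimated correlation, 0 with fry, 6 with batch as a block (1 of them turned), 7 among the brighter probes, 8 with 2 components, 0 with these and an estimated correlation, 7 without KO 1, KO 3, WT 1 and WT 3, and 5 to 13 without each array in turn. Near Crem, 1 gene had an unadjusted p under 0.01, and 5 with 2 components.

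Of 85 genes named by rank or list, with Nnt and Jcad, 68 reversed in no setting, and 31 of 1955 pairs of gene and setting reversed. Crem (above) is not in this count, and neither are 9 other genes (the sex-linked ones, Svil, Lama3, Dsg1c, Npc1 and Glb1l3), of which 5 reversed in no setting and 18 of 207 pairs reversed: Kdm5d in 13, Xist in 3, and Lama3 and Dsg1c within batch 1. Of the 85 genes 20 were chosen for the same sign within batches 1 and 3, so that they kept their sign there was fixed by the choice. With batch as a block the reversed values among the 85 were Hsd11b2 -0.0152, Hsph1 0.0692, Fabp7 0.1661, Cdh16 -0.0099 and Ube2c -0.0168. Within batch 1 they were Crebl2 0.0127, Hsph1 0.2911, Fabp7 0.0121 and Ube2c -0.0429. Within batch 3 they were Hsd11b2 -0.061, Cd3e -0.1818, Fabp7 0.303, Cdh16 -0.0401, Apoa2 -0.2752, Cela2a -0.0053, Odf1 -0.0106, Rpl4 0.0151 and Cox7b -0.0144. With 2 components they were Pparg -0.1444 and Lpl -0.2602. Without KO 2, KO 5, WT 3 and WT 4 they were Sik1 9e-04, Ccn1 0.069 and Btg2 0.0137. Without KO 1 and KO 3 they were Pparg -0.5079, Lpl -0.3265, Fabp7 0.1061 and Cox7b -0.1081. Without KO 1, KO 3, WT 1 and WT 3 they were Pparg -0.1366, Fabp7 0.1515, Cdh16 -0.0083 and Cox7b -0.0523.

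Of 298 pairs of list and setting, 17 reversed by camera's direction, which can differ from the sign of the shift printed here. With batch as a block these were heat shock 0.0715 and oxidative phosphorylation -0.2413. With 2 components, at the preset and at the estimated correlation, they were chromaffin 0.1571 and adipocytes -0.5379. Without KO 2, KO 5, WT 3 and WT 4 it was immediate early genes 0.0293. Without KO 1 and KO 3 they were zona glomerulosa -0.0128, lymphocytes -0.0865, adipocytes -0.9305, liver and pancreas -0.1564 and oxidative phosphorylation -0.2015. Without KO 1, KO 3, WT 1 and WT 3 they were chromaffin -0.0069, zona glomerulosa -0.0262, lymphocytes -0.1097, adipocytes -0.4153 and oxidative phosphorylation -0.2018. The shift turned sign in 21 pairs, 7 of them with camera's direction kept: lymphocytes -0.0186 with batch as a block, adipocytes -0.0675 and chromaffin 0.0122 without KO 1, adipocytes -0.0084 and oxidative phosphorylation -0.0225 without KO 3, and liver and pancreas -0.0287 with 2 components at both correlations. In 3 pairs camera's direction turned alone: zona glomerulosa in 2 settings and chromaffin without KO 1, KO 3, WT 1 and WT 3.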

Other observations

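The fits with components, the comparison with all windows and the neighbour test in this part were chosen after the data were seen, while the counts of splits were written before their values were seen. With the first 2 components as covariates, limma called 2 probes, both lower in KO: Glb1l3, a beta-galactosidase-like gene (difference -0.85, standard error 0.10, adjusted p = 0.0361), and probe 10410452, which is unnamed here (-0.90, adjusted p = 0.0361). Without covariates their differences were -0.86 and -0.83. With the first component alone 1 probe was called, that of Glb1l3 (adjusted p = 0.0234). Without covariates its adjusted p was 1.00. With batch as a block the difference of Glb1l3 was smaller, at -0.46 (-0.43 within batch 1 and -0.49 within batch 3), and that fit called 0 probes. Of 100 splits 3 gave at least 2 probes with the first 2 components as covariates (highest other 15). The split with 15 differs from the real one only by exchanging KO 4 and WT 3. Taken alone, the share of splits is below 0.05. It was not adjusted over the several counts of splits, and the fit was chosen after the data were seen. A random grouping is therefore not firmly excluded. The splits also exchange arrays between batches that are spread unequally over the genotypes. Crem itself had a difference of -0.32 with both components (standard error 0.09, limma unadjusted p = 0.0043, adjusted p = 0.61). Over its alternatives the difference in Crem lay between -0.33 and 0.22. With both components 6 of 13 heat shock genes passed when adjusted over the list alone, again without a correction over the lists.

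With the same covariates, 5 of 77 genes within 20 Mb of Crem had an unadjusted p under 0.01, against 294 of 19506 others (6.49% and 1.51%; two-sided Fisher's exact p = 0.00648). In the other windows there were 2 of 20 within 5 Mb (p = 0.0368), 9 of 232 within 40 Mb (p = 0.00956) and 12 of 465 on the whole chromosome (p = 0.0798, Fisher's exact test for each). Jcad, Svil, Lama3 and Dsg1c were lower in KO (differences of -0.72, -0.43, -0.37 and -0.35) and Npc1, a cholesterol transporter, was higher (0.40). None of them passed the adjusted threshold (limma adjusted p = 0.61 for each). Without covariates the differences were -0.75, -0.39, -0.39 and -0.17, and 0.17 for Npc1, so those of Dsg1c and Npc1 were much smaller. With the covariates, a share of 0.00537 of all windows of 77 neighbouring genes held as many genes at an unadjusted p under 0.01. Of 100 splits 4 gave at least 5 such genes (highest other 5). Taken alone, that share is below 0.05, but it was not adjusted over the several counts of splits. Only 100 of the 126 distinct splits were used, so ties among the unused ones could raise it. A random grouping is therefore not firmly excluded, and the splits exchange arrays between batches. With batch as a block in place of the components, 0 of these 5 genes had an unadjusted p under 0.01 (0.0961 to 0.553 in limma), the 1 of 77 was Psma8, against 169 of 19506 (two-sided Fisher's exact p = 0.490), and Lama3 and Dsg1c differed by 0.01 and 0.02 within batch 1. Strain alleles linked to the Crem locus are a candidate explanation, as a hypothesis, since the mice are of a mixed strain; without covariates 1 gene reached that p.

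A second form of the same hypothesis is that genes with small p-values lie in inherited blocks elsewhere in the genome. The neighbour test cannot decide this. Without covariates 0 probes passed the adjusted threshold, so the genes with the smallest p may be mostly chance. The test also counted genes only, which left out the unnamed probe 10410452, the probe with the smallest unadjusted limma p (0.0002279). Among the 50 genes with the smallest p there was 1 pair within 2 Mb, where random draws gave 3.53 on average (permutation p = 0.97 over 10000 draws of genes). With the components there were 4 pairs (permutation p = 0.452).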
